A study of Mus musculus with 15 samples. Its data were reported in "DOT1L Drives Endothelial‐to‐Mesenchymal Transition and Fibrotic Vascular Remodeling via H3K79 Methylation" (2026).

How the data were processed

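RNA-seq was carried out on whole lungs of C57BL/6 mice that received bleomycin, a DNA-damaging drug that scars the lung, into the trachea at 5 U/kg. The series held 15 libraries: 4 at day 0, 4 at day 7, 4 at day 14 and 3 at day 21. Day, group and replicate number came from the sample titles. Day 0 replicate 4 was titled as a control, while its treatment label named bleomycin. It was kept in day 0 by its title, and a fit without it was run. The series description gave a smaller number of replicates per time point than the titles did, and the titles were used.

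The authors trimmed the reads with TrimGalore, aligned them to the mm10 mouse genome with HISAT2, left out reads with several alignments, and deposited raw counts of reads per Ensembl gene from HTSeq, with no normalization. The gene annotation release and the strand setting of the counting were not stated, so counts of overlapping or antisense genes carry that uncertainty. The table held 33340 genes, of which 450 had no count in any library. Gene symbols, coordinates, exon lengths and GC content were taken from the GENCODE M21 annotation of the same genome build, which matched 33267 of the gene identifiers. The others held 0.00889% of the counts. Total counts ranged from 15652008 to 18020661 per library. All intervals and floors quoted cover counting error only, since PCR copies are not independent molecules.

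Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the raw counts. Genes were kept by filterByExpr on the day group, which left 17457 genes. TMM factors, estimateDisp, glmQLFit and glmQLFTest were used, with day group as the only term and all 15 libraries in 1 fit, so that the groups shared an estimate of the spread. The common biological coefficient of variation was 22.8%. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the study. Dot1l was judged on its adjusted p alone and was also tested with an exact two-sided permutation test on log2 CPM (counts scaled to TMM-adjusted library size, prior count 2). Standard errors are on the log2 scale. Values are mean CPM ± SD. For a group with at most 3 counts in every library, the fold change is given as a bound against that floor.

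The grouping, the tests, the gene lists, the rule for the genes named and the first group of alternatives given below were fixed before the data were examined. The lists were of fibrosis genes that the study text names (19 genes), endothelial genes (15), chromatin enzymes (123, of which 121 were tested) and H3K79 modifiers (7). Where the study picked such genes from these libraries, the list is not independent of them. Lists were tested two-sided with camera in limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01, and the 6 tests against day 0 were adjusted together. The 4 tests of the fibrosis and endothelial lists between later days were also adjusted together. The list score of a library is the mean over the list of log2 CPM minus the mean of day 0. The genes named were Dot1l, the members of the fibrosis, endothelial and H3K79 modifier lists, the 6 changed chromatin enzymes with the largest log2 fold change in either direction at day 14, and for each contrast with day 0 the 3 changed genes with the largest rise and the 3 with the largest fall. The last had a mean of at least 5 CPM and every library of the later day beyond every day 0 library. Predicted genes and immunoglobulin and T cell receptor segments were left out by their name prefixes, and the prefixes did not cover Ighg2c, an immunoglobulin constant region. Lists of cardiac muscle, adipose, clock, cell cycle, B and plasma cell, aerocyte, general capillary, arterial, venous, systemic venous and lymphatic endothelial genes are used in the closing section. Lists of macrophage and of alveolar type 1 and type 2 cell genes are given beside the endothelial list, without a test.

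The first group of alternatives was DESeq2 1.42.0 with its own size factors, total count scaling, RLE factors, no filter, a mean of at least 1 CPM, a fit to the 2 groups compared alone, replicate number as a block, limma voom, leaving out each library of the 2 groups in turn, no fold change threshold, glmTreat at a fold change of 1.5, fry, camera with an estimated correlation, and 5 endothelial genes in place of 15 (Pecam1, Cdh5, Kdr and Cav2, which the study text names, and Cav1, which it does not). Further alternatives were chosen after the data were seen. Libraries of a single day differed in the share of counts from the 16 mitochondrial genes deposited, and the labels name no batch. This share entered the fit in 3 forms: its log2 value as a covariate, 2 sets of libraries parted at 2.5%, and 2 sets parted at the widest gap between libraries. The last 2 forms place day 21 replicate 3 differently, so the form that needs no boundary was taken first. The other 2 forms are given for some of the results only. Fits within a set of libraries used those under 2.5% or those over 3.5%. Trends with exon length and GC content were removed as offsets in another added fit.

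The procedure was tested on simulated counts drawn from the day 0 means and the real library sizes, with 200 genes changed by known amounts. Of these, edgeR recovered 161 in the 4 against 4 comparison and 150 at day 21, over 16833 genes, with 8 and 7 false calls. In the comparison of day 14 with day 7 it recovered 158, and 14 of its calls were false (8.14%). DESeq2 recovered 175 at day 14 with 18 false calls (9.33%). Correlations between contrasts that share day 0 were set against 20 simulations in which all libraries, day 0 included, were drawn from the same means, and, as a comparison chosen after the data were seen, against contrasts with 2 day 0 libraries each and none in common. Pairs of libraries of the same day differed in counts by 10.1 to 75.3 in chi-square per degree of freedom over 21 pairs, so no library was treated as a copy of another.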

Results

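To follow the transcriptome of the lung through bleomycin injury, polyadenylated RNA from whole mouse lungs was sequenced at day 0 and at days 7, 14 and 21 after intratracheal bleomycin. There were 4 libraries each for days 0, 7 and 14 and 3 for day 21. Total counts lay between 15652008 and 18020661 per library, and 22100 to 23970 genes had at least 1 count. Coordinates below are on mm10.

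Libraries of the same day resembled each other more than libraries of day 0 resembled those taken after bleomycin. Spearman correlations of log2 CPM across genes had a median of 0.984 within day 0, against 0.967 between day 0 and day 7, 0.9495 between day 0 and day 14, and 0.943 between day 0 and day 21. Day 14 and day 21 had a median of 0.979, against 0.980 within day 14 and 0.974 within day 21. The first principal component of the 500 most variable genes held 50.1% of their variance, and all 4 day 0 libraries lay below all later libraries on it. Day 0 replicate 4, whose treatment label disagrees with its title, correlated with the other day 0 libraries at 0.983 to 0.989 and with bleomycin libraries at 0.967 at most.

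**Figure D1:**
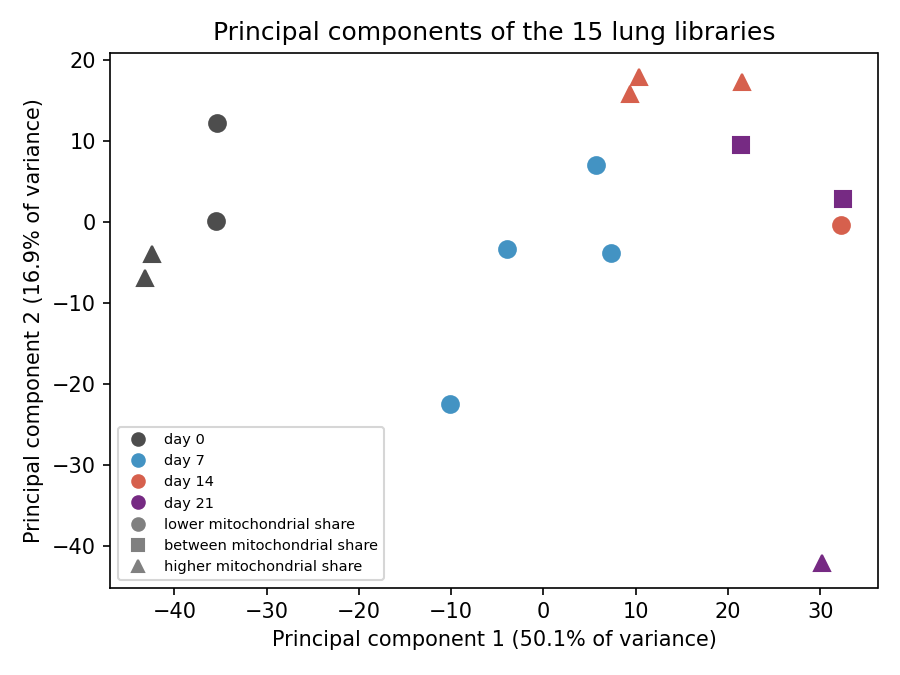
Each point is a library, placed by principal components 1 and 2 of log2 CPM (arbitrary units), with colour for day and shape for its mitochondrial share of counts (under 2.5%, between, or over 3.5%). The day 0 libraries lie at -43.2 to -35.4 on component 1 and day 21 replicate 1 stands apart at -42.2 on component 2.

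The libraries differed in a property that the day does not explain. Mitochondrial genes took 2.28% of the counts in day 0 replicate 1 (95% Wilson interval 2.28% to 2.29%) and 2.31% in replicate 2 (2.30% to 2.32%), but 4.22% in replicate 3 (4.21% to 4.23%) and 4.04% in replicate 4 (4.04% to 4.05%). At day 7 the share was 2.03% to 2.15% in all 4 libraries. At day 14 it was 2.102% in replicate 1 and 3.74% to 4.14% in the other libraries, and at day 21 it was 4.01%, 3.18% and 2.66%. Values within a set of libraries, or with this share as a covariate, are therefore given beside the pooled values.

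The first comparison asked how many genes differed from day 0 at each time. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17457 genes, 2818 genes changed at day 7, of which 1533 were higher and 1285 lower. At day 14, 4040 genes changed, 2089 higher and 1951 lower. At day 21, 3924 genes changed, 2167 higher and 1757 lower. The alternative that moved the day 7 count most was glmTreat, which tests against the fold change of 1.5 itself and gave 703 genes. The balance of directions at day 7 also depended on the fit. Under glmTreat 525 genes were higher and 178 lower, with the mitochondrial share as a covariate 867 and 402, and under DESeq2 1557 and 1629. With the mitochondrial share as a covariate the day 7 count was 1269, of which 1166 were among the 2818. Within the libraries of lower share, 4 of day 7 against 2 of day 0, it was 2139. The day 14 count was 4187 with the covariate and 2990 within the libraries of higher share, 3 of day 14 against 2 of day 0. Day 21 had only 1 library over 3.5% and none under 2.5%, too few for such a fit, and its count with the covariate was 4138.

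**Figure D2:**
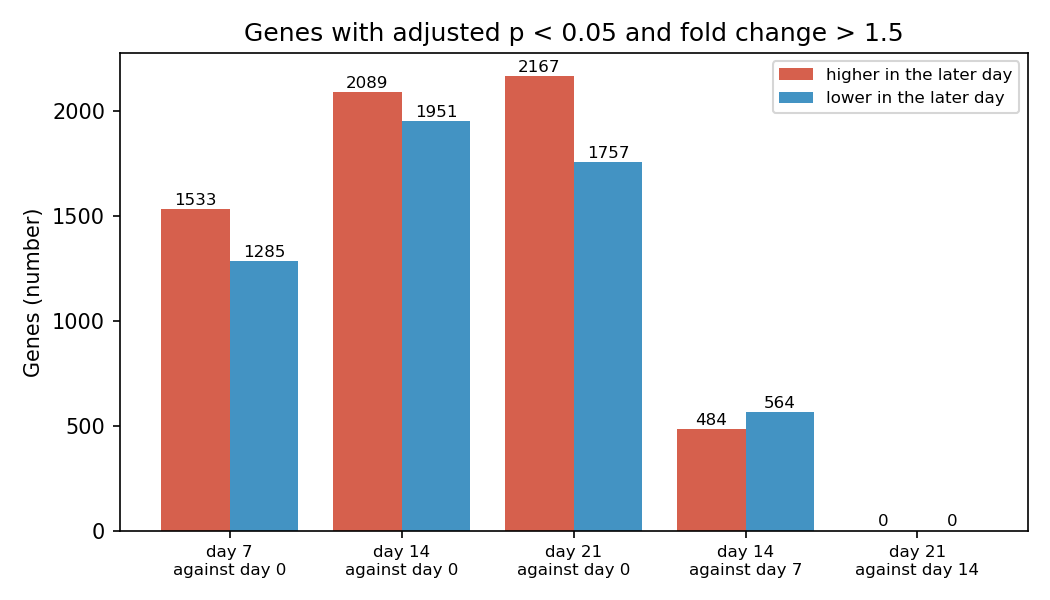
Bars give the number of genes with an adjusted p under 0.05 and a fold change over 1.5, higher (red) or lower (blue) in the later day, for each comparison. Day 14 against day 0 gave 2089 and 1951 genes, and day 21 against day 14 gave 0 and 0.

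The genes changed at different times overlapped. Of the genes changed at day 7, 1885 also changed at day 14, 1881 of them in the same direction. Days 14 and 21 shared 2945 genes, all in the same direction. In all 3 comparisons with day 0, 1559 genes changed, 1046 higher throughout and 511 lower throughout. Across genes, which are not independent replicates, the log2 fold changes of days 14 and 21 had a Pearson correlation of 0.848. Since both are set against the same day 0 libraries, simulated unchanged groups gave 0.461 on average and 0.507 at most in 20 simulations. With 2 day 0 libraries for each day and none in common, the correlation was 0.714 to 0.838 over the 6 ways to part them. The values with none in common used differences of mean log2 CPM (prior count 2) and the others edgeR log2 fold changes. They are therefore not the same measure. The values for days 7 and 14 were 0.726 with all day 0 libraries, 0.5015 in simulation and 0.460 to 0.693 with none in common, and those for days 7 and 21 were 0.721, 0.467 and 0.429 to 0.648.

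The time course was also compared step by step. Between day 7 and day 14, 1048 genes changed, 484 higher and 564 lower. This count rested on single libraries and on the mitochondrial share. It was 340 without day 7 replicate 4, 348 without day 14 replicate 2, 464 without day 7 replicate 3, 503 without day 14 replicate 3, 522 without day 7 replicate 1, and 218 with the share as a covariate. With the covariate 112 genes were higher and 106 lower, and with sets of libraries parted at 2.5% 139 were higher and 97 lower. All day 7 libraries had a low share and 1 day 14 library did. A fit within a set would rest on that 1 library and was not made. Between day 14 and day 21 no gene passed the thresholds, with 1714 genes at an unadjusted p under 0.05. DESeq2 gave 106 genes for this comparison, and edgeR gave 127 without day 14 replicate 1, 24 without day 21 replicate 3 and 3 without day 21 replicate 2.

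Among the genes with the largest change, Chl1 (ENSMUSG00000030077, chromosome 6, 103510586 to 103750211) rose from 0.181 ± 0.149 CPM at day 0 (SD, n = 4) to 25.4 ± 7.04 CPM at day 7 (n = 4), a log2 fold change of 7.06 with a standard error of 0.705 (edgeR adjusted p 2.49e-05). At day 21 it was at 47.8 ± 14.1 CPM (n = 3). Thbs4 (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818) rose by 6.79 on the log2 scale at day 7, 7.42 at day 14 and 8.21 at day 21. Tnfsf18 (ENSMUSG00000066755, chromosome 1, 161494655 to 161505290) had at most 2 counts in any day 0 library and was at least 158.1-fold higher at day 14 (at least 97.0-fold without day 14 replicate 2) and at least 97.1-fold higher at day 21 (at least 67.4-fold without day 21 replicate 2). Ighg2c was higher at day 7 by 6.93, but day 7 replicate 1 alone held 851.2 CPM and without it the log2 fold change was 2.91 with an edgeR adjusted p of 0.0967, so the call was lost. Its counts can be split with other immunoglobulin constant genes.

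The largest falls at day 7 were in Slfn4, with a log2 fold change of -2.56, Igfbp3, with -2.33, and Acaa1b, with -2.26. At day 21 the largest were in Krt79, which fell from 34.9 ± 5.07 CPM (SD, n = 4) to 0.426 ± 0.283 CPM (n = 3), in Car3, with a log2 fold change of -5.59 that became -6.89 without day 21 replicate 1 and lost its call under limma voom (adjusted p 0.157), and in Slc7a10, with -5.08. At day 14 they were in Myh6, Cfd and Car3, whose levels varied between libraries of day 0 itself and which all lost their call under limma voom (adjusted p 0.381, 0.148 and 0.102). Myh6 lay between 0.13 and 82.3 CPM at day 0 and had at most 2 counts in any day 14 library, at least 226.4-fold lower (149.7-fold without day 0 replicate 3). Its adjusted p was 0.0486, and it lost significance in 7 of the 8 fits that each left out 1 library.

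Dot1l encodes the histone H3 lysine 79 methyltransferase that the study centres on, and its whole-lung level was compared with day 0. Dot1l (ENSMUSG00000061589, chromosome 10, 80755206 to 80795461, plus strand) was at 61.6 ± 18.3 CPM at day 0 (SD, n = 4), 64.3 ± 5.50 CPM at day 7 (n = 4), 90.8 ± 11.6 CPM at day 14 (n = 4) and 95.7 ± 3.67 CPM at day 21 (n = 3), on 684 to 1807 counts per library. At day 7 the difference was within the spread between replicates, with a log2 fold change of 0.06, a standard error of 0.17 and an edgeR adjusted p of 0.814. At day 14 the log2 fold change was 0.56 (standard error 0.17, adjusted p 0.0174), and 3 of 4 libraries lay above every day 0 library. At day 21 it was 0.64 (standard error 0.18, adjusted p 0.0139), with 3 of 3 above. The exact two-sided permutation test of these groups alone gave p = 0.6, 0.0571 and 0.0857 for days 7, 14 and 21, where the smallest p it allows is 0.0286, and 0.6, 0.129 and 0.129 after adjustment over the 3 tests.

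The Dot1l result depended on the day 0 libraries. Replicates 1 and 2 of day 0 had 44.3 and 47.4 CPM, and replicates 3 and 4 had 79.4 and 75.1 CPM. Without day 0 replicate 1 the day 14 log2 fold change was 0.40 (adjusted p 0.0713) and the day 21 one was 0.47 (0.055). Without day 0 replicate 2 they were 0.43 (0.0753) and 0.49 (0.0576), and without day 21 replicate 2 the day 21 one was 0.58 (0.0504). The day 7 direction reversed without day 0 replicate 1 or 2. Fitting the 2 groups alone gave an adjusted p of 0.065 at day 14 and 0.0585 at day 21. With the mitochondrial share as a covariate the log2 fold changes were 0.38 (adjusted p 0.153), 0.55 (0.00457) and 0.64 (0.0029) for days 7, 14 and 21. Within the libraries of lower share the day 7 value was 0.47 (adjusted p 0.0196), and within those of higher share the day 14 value was 0.25 (0.291).

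**Figure D3:**
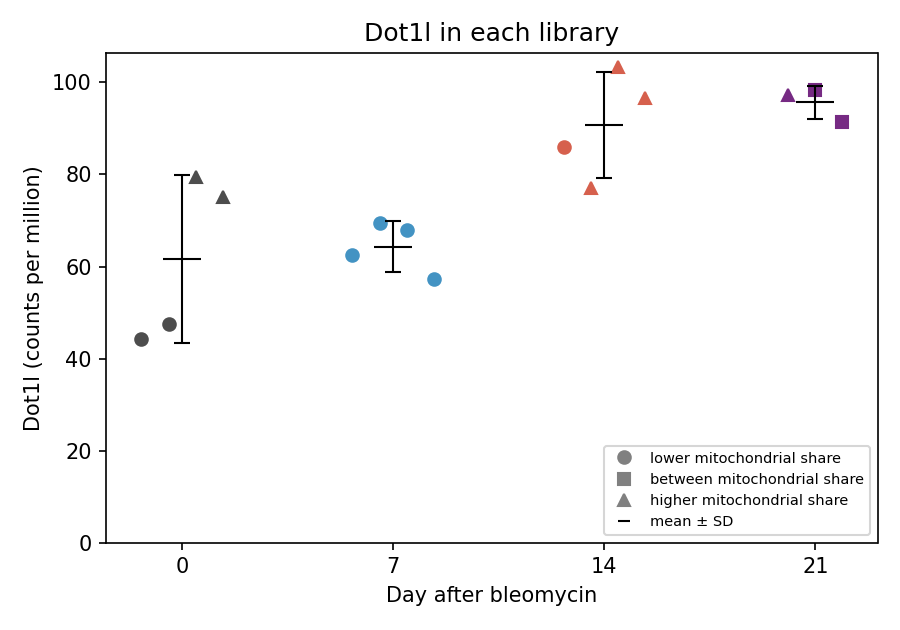
Each point is a library's Dot1l level in CPM by day, with shape for its mitochondrial share and the mean ± SD in black. Day 0 falls into 2 libraries of lower share at 44.3 and 47.4 CPM and 2 of higher share at 75.1 and 79.4 CPM, and day 21 lies between 91.5 and 98.3 CPM.

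The other H3K79 modifiers in the list, Kdm2b, Rnf20, Rnf40, Wac, Ube2a and Ube2b, passed the thresholds at no day. Their log2 fold changes lay between -0.30 and 0.28 over the 3 comparisons with day 0, and the lowest adjusted p was 0.0463, for Wac at day 14. By adjusted p alone, the rule used for Dot1l, Wac was therefore lower at day 14. Dot1l itself, with a log2 fold change of 0.56, missed the fold change threshold at day 14. It passed both thresholds only at day 21, with 0.64. Among the 121 chromatin enzymes tested, 15 changed at day 7, 16 at day 14 and 15 at day 21. Adjusted over the list alone, 16, 16 and 15 changed. With the mitochondrial share as a covariate the day 7 count was 7. Dot1l ranked 40 from the top by log2 fold change at day 7, 10 at day 14 and 7 at day 21. Aurkb (ENSMUSG00000020897) rose from 2.49 ± 0.64 CPM at day 0 (SD, n = 4) to 15.2 ± 1.96 CPM at day 14 (n = 4), a log2 fold change of 2.61. At day 14 the log2 fold change was 2.57 for Esco2, 2.19 for Aurka, 1.36 for Dnmt3l, 1.26 for Nek6 and -1.29 for Hdac11. The Dnmt3l call was lost in 9 of 21 alternatives.

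Genes linked to fibrosis and to endothelial identity were compared as lists. The 19 fibrosis genes had a median log2 fold change of 0.85 at day 7, 1.18 at day 14 and 1.16 at day 21, with 12, 14 and 16 genes higher and none lower past the thresholds. Adjusted over the list alone, 12, 14 and 16 were higher, and 1 was lower at day 21. The camera adjusted p was 2.17e-07, 2.91e-08 and 3.52e-09, and every bleomycin library scored above every day 0 library. Within libraries of a set, the median was 0.74 at day 7 and 1.21 at day 14. The 15 endothelial genes had medians of -0.48, -0.54 and -0.47 (camera adjusted p 0.000107, 0.000537 and 0.0104), with 4, 7 and 4 genes lower and 0, 1 and 1 higher. Adjusted over the list alone, 4, 7 and 4 were lower and 0, 1 and 1 higher. Every library of days 7 and 14 scored below every day 0 library on this list. Day 21 replicate 2, at -0.110, scored above day 0 replicate 2, at -0.126. Within libraries of a set, the median was -0.52 at day 7 and -0.48 at day 14. Lists of other cell types moved as well. The median was 1.79, 2.41 and 2.46 for 12 macrophage genes at days 7, 14 and 21. It was -0.34, -0.99 and -1.93 for 7 alveolar type 2 cell genes, and 0.15, 0.29 and -0.18 for 6 alveolar type 1 cell genes. A change of cell composition therefore stays open as a source of the endothelial fall. All 6 calls of the fibrosis and endothelial lists held under fry. None held under camera with an estimated inter-gene correlation. There the adjusted p was 0.0837 for the fibrosis list at each day and 0.203 to 0.321 for the endothelial list. On simulated data fry called 8 of 100 random lists at p under 0.05 and camera 2. The simulated genes were drawn independently of each other, so this cannot show how either test does on lists whose genes vary together.

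**Figure D4:**
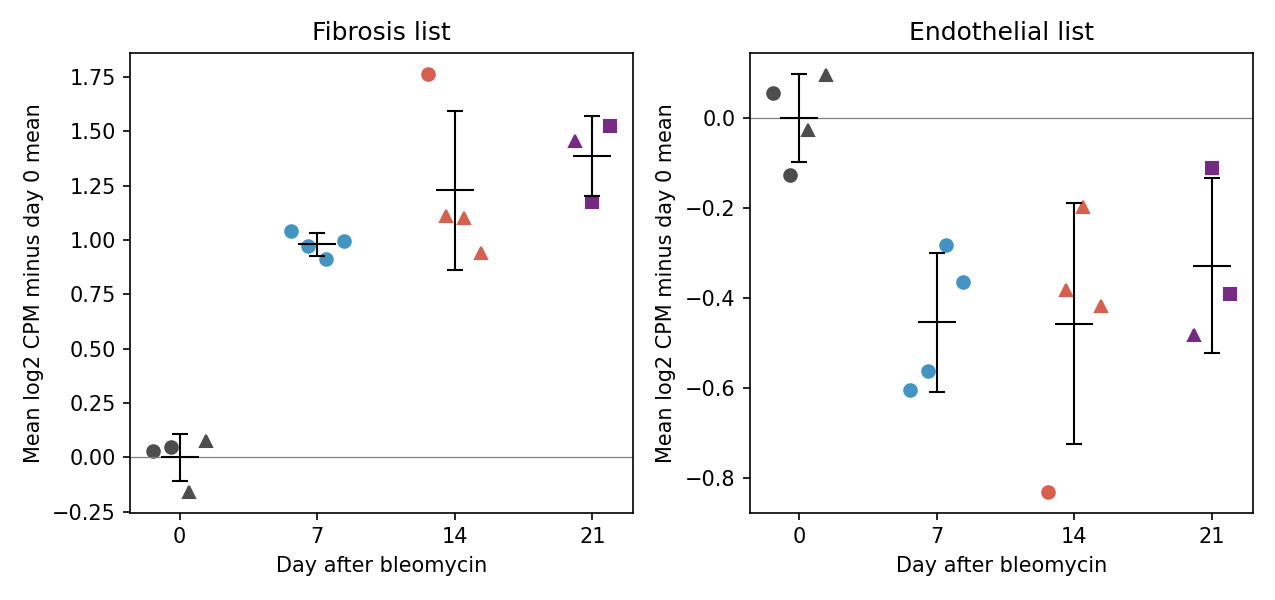
Points are library scores of the fibrosis list (left) and the endothelial list (right), each the mean log2 CPM minus the day 0 mean, with mean ± SD in black and shapes for mitochondrial share as in the plot of Dot1l. Fibrosis scores after bleomycin lie between 0.913 and 1.76, and endothelial scores between -0.83 and -0.11.

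Single genes of the lists were examined. Col1a1 (ENSMUSG00000001506) rose from 313.2 ± 74.8 CPM at day 0 (SD, n = 4) to 1437 ± 212.8 CPM at day 7 (n = 4), 2282 ± 1885 CPM at day 14 (n = 4) and 2483 ± 1075 CPM at day 21 (n = 3). The day 14 value rested in part on replicate 1 at 5084 CPM, and without it the log2 fold change of 2.87 became 2.08. Fn1 had a log2 fold change of 2.43, 3.33 and 3.64, with 2.68 at day 14 without that library. The log2 fold change of Acta2 was 1.46, 1.87 and 1.74, and that of Snai1 was 1.43, 1.24 and 1.57, all with an edgeR adjusted p of at most 0.00404 and every library above day 0. The Acta2 call at day 7 was lost with the mitochondrial share as a covariate (adjusted p 0.0543), but held with both forms of sets. Pecam1 fell from 812.1 ± 65.0 CPM at day 0 (SD, n = 4) to 536.6 ± 108.1 CPM at day 14 (n = 4), with a log2 fold change of -0.60 that lost its call without day 0 replicate 1 (-0.58), without day 14 replicate 1 (-0.51), with the length and GC offsets (-0.57) and within the libraries of higher share (-0.41). Its changes at days 7 and 21 did not pass both thresholds, but the one at day 21 did so without day 0 replicate 3 (-0.60) or day 21 replicate 2 (-0.63). Cdh5 had log2 fold changes of -0.36, -0.51 and -0.42 and passed both thresholds at no day, but did so at day 14 without day 0 replicate 3 (-0.66) or day 14 replicate 3 (-0.65). Snai2 passed the thresholds at no day when adjusted over all genes, with a log2 fold change of -0.79 at day 21 (adjusted p 0.0833), where it was the gene lower when adjusted over the list alone.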

Values the study reported

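The study gave mice a single intratracheal dose of 5 U/kg bleomycin. For mouse RNA-seq data it called genes at an adjusted p below 0.05 and a fold change above 1.5.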

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

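The tests of single libraries on the differences between days and the tests of length and GC trends were set out before their results were seen, and the other tests here were chosen afterwards.

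In 87 groups of 4 libraries, 8 held a library far from the other libraries, where chance gives about 5%. Day 14 replicate 1 stood above the other day 14 libraries in Col1a1, at 5084 CPM against 990.8 to 1558 CPM, and in Fn1, at 8540 CPM against 2514 to 2877 CPM. Its fibrosis score was also the highest of the 15, at 1.76. Removing each library's trends with gene length and GC content left at least 98.7% of both log2 distances, which argues against such a trend as the whole of it. Total counts of this library were within the range of the other libraries. It is also the only day 14 library with a low mitochondrial share, so a difference in the extent of injury and a difference in library preparation cannot be told apart from 1 library.

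At day 0, Acta2 was at 129 CPM in replicate 2 against 100.7 to 102.8 CPM, and Fn1 was at 290.6 CPM in replicate 3 against 449.3 to 454.7 CPM. With the length and GC trends removed, at least 74.7% of each log2 distance was left. These 2 values may be what chance gives among 87 groups, and no biological explanation was tested.

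Day 7 replicate 4 stood above the other day 7 libraries in Myh6 (296.1 CPM against 0.447 to 4.12 CPM), Cfd (71.23 CPM against 2.49 to 12.7 CPM) and Car3 (45.84 CPM against 1.13 to 7.85 CPM). Myh6 belongs to the cardiac muscle list. Members of that list rose and fell together within days, with a median pairwise correlation of 0.881, and members of the adipose list did so at 0.842, each above all 10000 random lists. A candidate explanation is heart and fat tissue carried over at dissection. The pattern was found and tested in the same libraries, so this stays a hypothesis. Of the 7 cardiac genes 4, and of the 5 adipose genes 0, were over 1 CPM in every day 0 library, and no other list held any of them. Time since bleomycin stays open as well. Of days 7 and 21, 2 libraries scored above every day 0 library on the cardiac list, but all 4 day 14 libraries scored low, from -2.35 to -1.88, and on the adipose list from -3.93 to -3.38, where day 0 ranged from -2.45 to 1.12 and day 21 from -3.63 to -2.20. The median log2 fold change at days 7, 14 and 21 was 0.19, -1.84 and 0.20 for the cardiac list, and 0.37, -5.08 and -2.79 for the adipose list.

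Ighg2c was at 851.2 CPM in day 7 replicate 1 against 4.69 to 28.9 CPM in the other day 7 libraries. The 9 other B and plasma cell genes lay 1.17 log2 units above the day 7 mean in that library, but up to 0.924 in another day 7 library without high Ighg2c. More plasma cells in that lung may therefore contribute, and this could not be told apart from reads shared with other immunoglobulin genes.

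Of 50 single-gene differences tested between later days, 5 passed the edgeR thresholds, all between days 7 and 14. The log2 change from day 7 to day 14 was -6.45 for Ighg2c, 2.83 for Tnfsf18, -6.90 for Cfd, -6.64 for Car3 and -2.57 for Krt79. The highest adjusted p over the 8 fits that each left out 1 library was 0.216 for Ighg2c (without day 7 replicate 1, log2 change -2.46), 0.0837 for Tnfsf18, 0.0609 for Cfd and 0.0555 for Car3, these 3 without day 14 replicate 2 (2.13, -6.52 and -6.43), and 0.0249 for Krt79. Without day 7 replicate 4 the log2 change was -5.03 for Cfd and -4.67 for Car3, and without day 7 replicate 2 it was 3.70 for Tnfsf18. With the mitochondrial share as a covariate the adjusted p was 0.18, 0.0777, 0.0336, 0.0524 and 0.038 in the same order, and the log2 change was -6.15, 3.56, -8.98, -7.60 and -2.90. Krt79 thus passed under each of these fits, lower in 4 of 4 day 14 libraries than in every day 7 library. Of the 8 fits that each left out 1 library, the adjusted p was over 0.05 in 4 for Ighg2c, 4 for Tnfsf18, 3 for Cfd and 1 for Car3. For Ighg2c a single library may account for the size of the difference. With any library other than day 7 replicate 1 left out, its log2 change stayed between -7.20 and -6.05. For Cfd and Car3, tissue carried over (0.842 for the adipose list, as above) and a fall with time both stay candidate explanations. Ighg2c, Tnfsf18 and Car3 lost their call with the share, while the log2 change grew in Tnfsf18 and Car3 and was little smaller in Ighg2c, which argues against the share as its source without excluding it, since the share is low in every day 7 library.

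As lists, fibrosis genes were higher by a median of 0.31 at day 14 than at day 7 and of 0.22 at day 21 than at day 14, and endothelial genes were higher by 0.10 at day 21 than at day 14, where their fall from day 0 was smaller, each with a camera adjusted p of 0.0316 over 4 tests. All 3 depended on which libraries were used. Without day 14 replicate 1 the first was 0.10 with an adjusted p of 0.496. Without day 21 replicate 3 the second was 0.10 with 0.352, with an adjusted p over 0.05 in 5 of 7 such fits, and it was 0.05 without day 14 replicate 4, 0.08 without day 14 replicate 3 or day 21 replicate 1, 0.12 without day 14 replicate 2, and 0.36 without day 14 replicate 1. Without day 14 replicate 1 the last was -0.03 with 0.662, over 0.05 in 3 of 7, and it was 0.05 without day 21 replicate 2, 0.06 without day 14 replicate 2, 0.18 without day 21 replicate 1 and 0.24 without day 14 replicate 3. With the mitochondrial share as a covariate the camera adjusted p was 1.68e-06, 0.0226 and 0.0226. For the second and the last this argues against the share as a full account. For the first it cannot decide, since every day 7 library has a low share and day 14 replicate 1 is the only such day 14 library. Single libraries may account for all 3, although leaving out any of several libraries ended the second and the last.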

How the results depend on the processing

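The forms of the mitochondrial share and the length and GC offsets were chosen after the data were seen, and the other alternatives before. The 17 results that answer a comparison kept their direction and their side of the threshold, and counts stayed within 1.5 times, under total count scaling, RLE factors, a mean of at least 1 CPM, limma voom, the length and GC offsets and the replicate block. Replicate numbers do not pair the libraries (median residual correlation 0.0406 over 21 pairs of equal number, -0.032 otherwise). The 6 list results were the same under fry, which called more random lists than camera in the simulation of independent genes (8 against 2 of 100). Single genes changed more often: under limma voom 6 of 57 named results lost their call.

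The number of genes changed moved with the threshold, except between days 14 and 21. Under glmTreat it was 703 at day 7, 1755 at day 14, 1754 at day 21 and 14 between days 7 and 14, with 4, 6 and 6 chromatin enzymes, because glmTreat tests against the fold change itself. Without a fold change threshold it was 4365 at day 7, with 37, 42 and 31 chromatin enzymes. DESeq2 gave 1638 genes between days 7 and 14 and 106 between days 14 and 21, and no filter gave 37 for the latter. The cause was not tested.

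With the share as a covariate 1269 genes changed at day 7, 218 between days 7 and 14, and 7 chromatin enzymes at day 7. With sets parted at 2.5% these were 1658, 236 and 8, and with sets parted at the widest gap 1690, 286 and 8. Within a set, Dot1l rose by 0.47 at day 7 (adjusted p 0.0196) and by 0.25 at day 14 (0.291), and 10 chromatin enzymes changed at day 14. Within-set fits have fewer libraries, and day 21 had none. Fitting only the 2 groups gave Dot1l 0.53 at day 14 (adjusted p 0.065) and 0.60 at day 21 (0.0585), with fewer libraries to estimate the spread. Under an estimated correlation no list passed, with medians of 0.85, 1.18 and 1.16 for fibrosis and -0.48, -0.54 and -0.47 for endothelial genes as before.

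Across fits that each left out 1 library, 2053 to 2865 genes changed at day 7, 3406 to 4115 at day 14, 3349 to 3822 at day 21, 340 (without day 7 replicate 4) to 1300 between days 7 and 14, and 0 to 127 (without day 14 replicate 1) between days 14 and 21. Dot1l ranged from -0.10 to 0.18 at day 7, from 0.40 to 0.68 at day 14 (adjusted p 0.00714 to 0.0753) and from 0.47 to 0.75 at day 21 (0.00664 to 0.0576). At day 7 its direction reversed without day 0 replicate 1 (-0.10) and without day 0 replicate 2 (-0.07). The cause was not tested.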

Other observations

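The test of dividing cells was set out before its result was seen, and all other tests here were chosen afterwards.

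Splits of the same libraries into groups of the same sizes were compared with the real split by their number of genes changed. For days 7, 14 and 21 against day 0 and for day 14 against day 7, 1 of the 35 splits, the real one, gave as many genes. Other splits gave at most 0, 1, 881 and 0 genes. For day 21 against day 14, 35 of the 35 splits gave at least the real count of 0, and 7 other splits gave any, at most 492. The fibrosis and endothelial lists and the chromatin enzyme counts gave 1 of 35 at each of days 7, 14 and 21.

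The mitochondrial share differed 1.85-fold between day 0 libraries, which time since bleomycin cannot give, and 1.66-fold between the means of the days. Muscle carried over may contribute and stays open. At day 14 the libraries of higher share scored -0.277 on the cardiac list relative to replicate 1, the only library of lower share. At day 0 replicates 3 and 4, of higher share, scored 1.80 and 1.25 against -2.22 and -0.82 in replicates 1 and 2, and at day 21 replicate 1, of the highest share, scored 2.90 against -2.32 and -2.05. Day 7 replicate 4 scored 2.72 with a low share. A library or sequencing batch may also explain it. The gene differences between lower and higher share had a correlation of 0.189 in absolute value between day 0 and day 14 across genes. Its sign was not kept, so it does not tell whether genes moved the same way on both days. Of the 12 ways to part these days, 2, the real one included, gave as strong a correlation, the strongest 0.237. The labels name no batch, and 12 ways are too few to decide, so this stays open. Of the genes changed at day 7, 1166 were also called with the share as a covariate, and 162 of those between days 7 and 14. Of the 1652 day 7 calls lost with the covariate, 573 were called among the libraries of lower share alone, where the share differs little and fewer libraries are used, so for these the share is not needed. For the other 1079, and for those lost between days 7 and 14, the loss could come from the share, from adjusting away part of the day 7 change or, in the smaller fit, from fewer libraries, and these cannot be told apart.

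Dot1l may follow this share. Its slope on the log2 share was 0.48 (adjusted p 0.0927, 475 genes with a slope past the threshold), and its day 14 change was 0.25 among libraries of higher share only. With the share as a covariate the day 14 and day 21 changes kept an adjusted p of 0.00457 and 0.0029, and with the 2 forms of sets 0.00778 and 0.00941 at day 14 and 0.031 and 0.00479 at day 21. These results point different ways, and the data do not settle how much of the Dot1l change belongs to the share.

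Aurkb, Aurka and Esco2 followed the cell cycle list of 7 genes within days, with a Pearson r of 0.91 over 15 libraries (permutation p 1e-05, the smallest the permutations can give), a Spearman rho of 0.868, and r 0.833 without the 2 farthest libraries. The list rose by a median of 2.49, 2.83 and 1.81. A candidate explanation is more dividing cells.

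Endothelial lists moved apart. The medians at days 7, 14 and 21 were -0.43, -0.74 and -1.22 for 6 aerocyte genes, -0.51, -0.53 and -0.44 for 5 general capillary genes, 0.87, 1.48 and 1.76 for 5 systemic venous genes, and -0.27, 0.50 and 1.13 for 5 lymphatic genes. For 5 arterial genes the medians were -0.82, -0.77 and -0.23, with 2 genes higher and 3 lower past the thresholds at day 14. For 4 venous genes they were 0.16, 0.32 and 0.35. At day 14, 3 of the 5 systemic venous genes were higher past the thresholds. Their median of 1.48 argues against a lower share of all endothelial cells alike only if other lung cells do not express these genes. That was not tested, and a change of cell composition or of expression within cells stays open. Among the aerocyte, general capillary, systemic venous and lymphatic lists, only the aerocyte one shares a gene with another list. All their genes but 1, a systemic venous one, were over 1 CPM in every day 0 library.

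The 9 clock genes had medians of -1.23, -1.38 and -1.02, with 8, 7 and 5 of them lower past the thresholds. A different hour of collection could give this, and Arntl, which such a shift would move the other way, rose by 0.43 at day 14 with an adjusted p of 0.54, which leaves it undecided. The hour of collection is not in the labels.

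Day 0 replicate 4, labelled as treated but titled as a control, had a fibrosis score of 0.0781, near the -0.157 to 0.0484 of the other day 0 libraries and under the lowest score after bleomycin, 0.913. This argues against a treated lung.

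The B and plasma cell list of 9 genes went both ways. Its medians at days 7, 14 and 21 were -0.54, -1.49 and -0.70, with 1, 0 and 3 genes higher and 0, 5 and 4 lower past the thresholds, while the mean scores were 0.273, -0.735 and 0.257.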
